A study of Homo sapiens with 16 samples.

How the data were processed

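RNA sequencing was done on 16 libraries of THP-1 macrophages. THP-1 is a human monocytic leukaemia line, and per the labels it was turned into macrophages with 25 ng/ml PMA (a phorbol ester) over 72 h. The libraries fall into 4 groups of 4: untreated cells (NT), cells given IL4 at 20 ng/ml (IL4), cells given IL34 at 100 ng/ml, TGF-beta at 50 ng/ml and M-CSF at 25 ng/ml (3F, the 3 factors), and cells given all of these (MIX). The treatment lasted 2 to 3 days, and the labels do not say which library had which time. NT cells had no treatment, and no time of parallel culture was recorded for them here. Comparisons that use NT, the interaction included, may therefore hold a difference in culture time. Total RNA went through RNeasy columns and TruSeq RNA v2 libraries.

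The authors deposited a gene table in TPM, which are transcript abundances scaled by length and to a fixed total per library. The unit was read from the values, since no label names it: the values are not whole numbers, the columns sum to between 581633 and 604786, and these sums divided by the share of GENCODE v29 protein-coding genes in the table lie between 997520 and 1037228. That share was 58.3% (11633 of 19951 genes), so each column is a part of a library whose TPM values were scaled as a whole. The aligner, the quantifier and the genome build are not stated. Of 33802 genes in the copy of the table used here, the last was left out because its last 3 values are empty, so this copy may be incomplete. Gene IDs were matched to GENCODE v29 by Ensembl ID (33732 matched, 32944 in the same version). Positions are those of GENCODE v29 on GRCh38, which may not be the authors' build. Genes outside the table were not analysed here.

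Read counts were not used here, so the depth of each library is unknown and no counting interval or floor is given for any value. The spread between the 4 libraries of a group is the only measure of precision. A relative depth was estimated from the spacing of low values, and it ranged from 0.912 to 1.19 (NT replicate 3 set to 1), a ratio of 1.31.

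The design was fixed before the data were examined and had assumed read counts. It named limma on log2(TPM + 1) for normalized values, and that plan was followed. Genes with at least 1 TPM in at least 4 libraries were tested, 10049 genes in all, of which 7433 were protein-coding. One linear model per gene was fitted to all 16 libraries with a mean for each group (R 4.3.3, limma 3.58.1, empirical Bayes with default settings). A gene is called when its two-sided p, adjusted by the Benjamini-Hochberg method within its comparison, was under 0.05. The comparisons were IL4 with NT, 3F with NT, MIX with NT, MIX with 3F, MIX with IL4, and the interaction, which is the IL4 effect with the 3 factors minus the IL4 effect without them. Because 1 TPM is added before the log, fold changes of genes with low TPM are smaller than the ratio of their TPM values. Values are means ± SD of 4 libraries, and a fold change is followed by its standard error (SE).

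The named genes follow a rule written before the data were examined. They are the called genes with the 3 largest rises and the 3 largest falls in each comparison, among genes with at least 5 TPM in the higher group and, in pairwise comparisons, no overlap between the groups. They also include up to 3 called genes each way from each gene list, and a set of receptor genes. The rule was written for 50 counts, and 5 TPM stands in for that. Of 26 genes with the largest changes, 9 were not protein-coding, and 8 of those were listed at 0 in at least 1 library. These 9 were left out of the text, a choice made after their values were seen. Among non-coding genes, an exact 0 may be a failed estimate: 12 of 147 non-coding genes with a median over 20 TPM were listed at 0 in some library, against 0 of 3533 protein-coding genes.

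The 9 gene lists were written from general knowledge before the data were examined: disease-associated microglia (DAM), homeostatic microglia, IL-4 response, TGF-beta response, Alzheimer's disease (AD) risk, cholesterol synthesis, cell cycle, interferon response and MHC class II. The DAM and homeostatic lists are the primary ones. The genes tested were 21 of 45, 16 of 32, 18 of 43, 15 of 30, 24 of 46, 14 of 25, 18 of 34, 22 of 32 and 7 of 13 in that order. The table held 21 DAM and 18 homeostatic genes, so most untested genes of these 2 lists were outside it, not below the filter. TREM2, APOE and GPNMB of the DAM list and CSF1R of the homeostatic list were among those outside it. The AD risk list shares 1 tested gene with each of the homeostatic, IL-4 response and MHC class II lists. Lists were tested with limma's camera at its preset correlation of 0.01, on log2(TPM + 1) in place of the log2 CPM that the design had named, and p was adjusted over all 54 tests of 9 lists in 6 comparisons. The fry test and camera with an estimated correlation were run beside it. A list score is the mean log2(TPM + 1) of its tested genes in a library.

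The model was tested on simulated data for 10049 genes in 10 runs, with 200 genes changed in each. It recovered 91.8% of log2 changes of 1 or more and 52.3% of changes of 0.5, and 5.03% of the calls were false. A list of 20 genes with planted rises had an unadjusted camera p under 0.05 in 10 of 10 runs. An unchanged list had one in 0 of 10. Noise was drawn for each gene separately, so this does not test false list calls where genes move together. A comparison with no change gave at most 1 call.

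Each comparison was repeated on every split of its 8 libraries into 4 and 4, which makes 35 splits, and on 100 drawn splits for the interaction, the real one included. The overlap of calls and the additivity of the effects were set against 100 simulations. Shares of mitochondrial and ribosomal-protein transcripts were compared by two-sided exact permutation tests, for which 0.0286 is the smallest p with 4 against 4. The alternatives planned were pseudocount 0.1, no filter on low values, a block for the replicate number, an adjusted p under 0.01, a log2 fold change of at least 1, fits of the 2 compared groups alone, and leaving out each library in turn. Those chosen after seeing the data were median-ratio scaling, quantile normalization, a filter at a mean of 5 TPM, a mean-variance trend in limma, a correction for GC content and exonic length per library, and a linear model of the 2 shares with and without the replicate number. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.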

Results

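RNA abundance was measured in 16 libraries of THP-1 macrophages, 4 from each of the groups NT, IL4, 3F and MIX. The series asks how these cytokines, which include microglial growth factors, move this line relative to microglial states. Read depth per library is unknown. The number of genes above 0 TPM ranged from 15187 in IL4 replicate 3 to 16314 in 3F replicate 2, and the number at 1 TPM or more from 8883 in IL4 replicate 1 to 9501 in 3F replicate 2. The 10 most abundant genes held between 12.0% and 13.99% of a library's table sum.

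Across the genes tested, libraries of one group had a higher mean correlation with each other than with any other group, but single pairs overlapped. The mean Pearson r across genes, which are not independent replicates, was 0.970 between NT libraries, 0.971 between IL4 libraries, 0.967 between 3F libraries and 0.972 between MIX libraries. Between groups it was 0.939 for NT and IL4, 0.957 for NT and 3F, 0.920 for NT and MIX, 0.929 for IL4 and 3F, 0.953 for IL4 and MIX, and 0.925 for 3F and MIX. The lowest r between 3F libraries was 0.957, whereas the highest was 0.962 between NT and 3F and 0.9598 between IL4 and MIX. The first principal component held 37.0% of the variance and parted the libraries with IL4 from those without, and the second held 14.4% and parted the libraries with the 3 factors from those without.

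**Figure D1:**
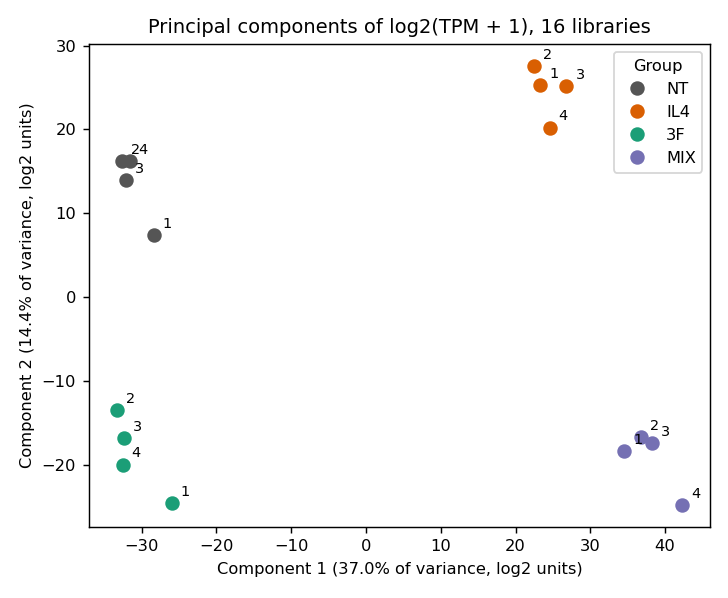
First and second principal components of log2(TPM + 1) in log2 units, 1 point per library, numbered by replicate and coloured by group. The 4 groups form 4 separate clusters, with component 1 (37.0% of the variance) following IL4 and component 2 (14.4%) following the 3 factors.

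Mitochondrial transcripts made up 8.44% ± 1.49 of the table sum in NT, 10.6% ± 1.67 in IL4, 8.81% ± 1.61 in 3F and 10.3% ± 1.33 in MIX (SD, n = 4). Of 10 exact permutation tests on the mitochondrial and ribosomal-protein shares, none had an adjusted p under 0.05, which with 4 against 4 does not exclude differences. Transcripts of ribosomal proteins made up 10.7% ± 0.42 in NT, 8.87% ± 0.39 in IL4, 11.2% ± 0.53 in 3F and 8.96% ± 0.46 in MIX. Ribosomal shares did not overlap for IL4 and NT, MIX and NT, or MIX and 3F, each with the smallest exact p possible, 0.0286, and an adjusted p of 0.0952. In a linear model of the shares over all 16 libraries, the adjusted p of these 3 was 5.36e-04, 5.57e-04 and 1.73e-04, and that of the other 7 was 0.184 or more. With the replicate number in that model, 3 of those 7 were under 0.05. They were the ribosomal share in 3F with NT (0.00202) and the mitochondrial share in IL4 with NT (0.0247) and in MIX with NT (0.0394).

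Of 10049 genes tested, 3890 were called between IL4 and NT (1243 higher with IL4, 2647 lower). Between 3F and NT, 1680 were called (860 higher, 820 lower), and between MIX and NT, 4750 were called (1762 higher, 2988 lower). IL4 added to the 3 factors gave 4585 calls (MIX with 3F: 1596 higher, 2989 lower). The 3 factors added to IL4 gave 2829 calls (MIX with IL4: 1389 higher, 1440 lower). With a log2 fold change of at least 1 as well, the alternative that moved these counts most, 656, 298, 1207, 1086 and 469 genes were left in that order. The 4 libraries of one group did not overlap the 4 of the other for 38.0%, 19.5%, 44.9%, 40.2% and 29.4% of the genes, where chance gives 2.86%. In each of these comparisons, only the real split, 1 of 35, gave as many calls.

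The excess of lower genes depended on the scaling and, mainly for IL4 with NT, on the size of the changes. With a log2 fold change of at least 1, the share of lower genes went from 68.05% to 52.1% for IL4 with NT. It went from 62.9% to 56.3% for MIX with NT and only from 65.2% to 61.05% for MIX with 3F. With a log2 fold change of at least 1, 314 genes were higher and 342 lower for IL4 with NT, 527 higher and 680 lower for MIX with NT, and 423 higher and 663 lower for MIX with 3F. The median log2 fold change of all tested genes was -0.12 for IL4 with NT, -0.10 for MIX with NT and -0.11 for MIX with 3F, and these shifts were removed by median-ratio scaling. After it, 1779 genes were higher and 1768 lower for IL4 with NT, 2295 higher and 2213 lower for MIX with NT, and 2195 higher and 2171 lower for MIX with 3F. The share of lower genes among the calls was 68.05% in the TPM values and 49.8% after median-ratio scaling for IL4 with NT. No gene was called with opposite signs by the TPM values and by an alternative.

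**Figure D2:**
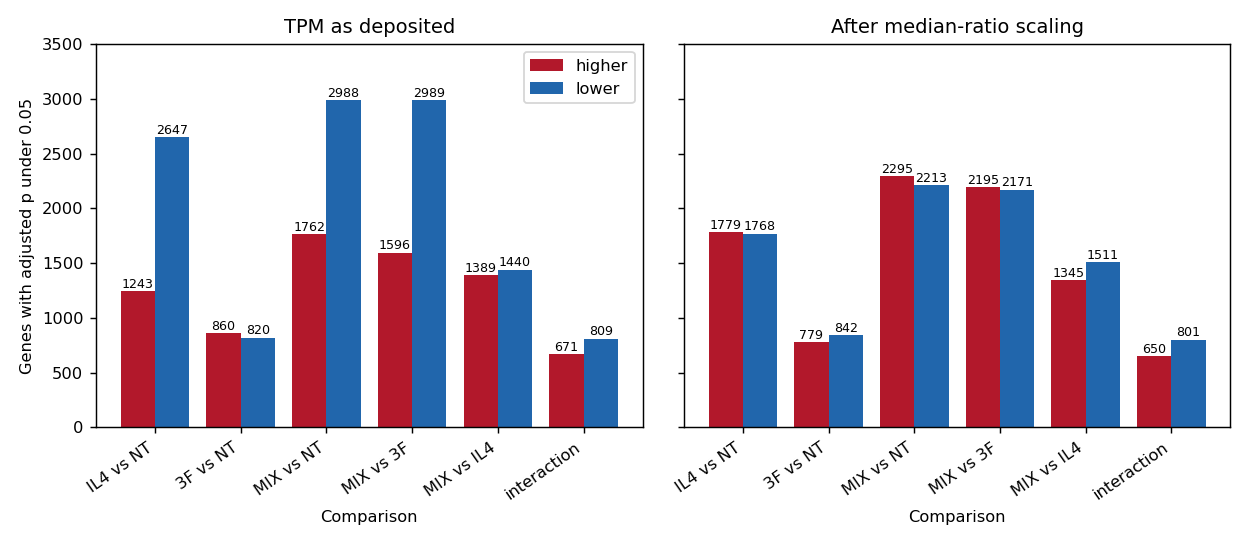
Number of genes with an adjusted p under 0.05 that were higher (red) or lower (blue) in each comparison, from the TPM values (left) and after median-ratio scaling (right). For IL4 with NT the bars stand at 1243 and 2647 on the left and at 1779 and 1768 on the right.

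IL4 with NT asks what IL4 alone did, provided that NT cells were kept in culture for as long. Of the genes with the largest rises, CCL13 (ENSG00000181374.7, chromosome 17, 34356452 to 34358610) was listed at 0 in all 4 NT libraries and had 641 ± 194 TPM with IL4. FCER1A (ENSG00000179639.10, chromosome 1, 159289714 to 159308224) had 0.206 ± 0.088 TPM in NT and 365 ± 162 with IL4, a log2 fold change of 8.13 (SE 0.33, adjusted p 8.14e-10). SERPINB4 (ENSG00000206073.10, chromosome 18, 63637259 to 63644298) had 0.0142 ± 0.0285 TPM in NT and 141 ± 66.4 with IL4, and reads can be shared with its close paralog SERPINB3. The largest fall of a protein-coding gene was that of GPR34 (ENSG00000171659.13, chromosome X, 41688973 to 41697277), from 26.4 ± 1.93 to 1.06 ± 0.592 TPM (log2 fold change -3.78, SE 0.24, adjusted p 4.32e-08). These genes did not overlap between the groups.

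With IL4, the IL-4 response list rose (median log2 fold change 2.08, adjusted p 9.98e-19), with 17 of 18 genes called, all higher, and 17 when adjusted over the list alone. CISH went from 0.874 ± 0.0607 to 68.3 ± 4.83 TPM and SOCS1 from 0.381 ± 0.125 to 36.8 ± 4.99. The cell cycle list fell (median -1.02, adjusted p 8.18e-08), with 18 of 18 genes called lower, and 18 adjusted over the list alone; CENPF fell by 1.33 and TYMS by 1.32 on the log2 scale. The MHC class II list rose (median 1.38, adjusted p 2.69e-05; 7 of 7 genes called, 7 adjusted over the list alone), although HLA genes share reads with their paralogs. HLA-DPA1 went from 0.479 ± 0.123 to 16.2 ± 4.59 TPM. The scores of these 3 lists did not overlap between the 4 IL4 and the 4 NT libraries.

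The DAM list rose with IL4 (median 0.24, adjusted p 0.00353; 9 genes called higher and 4 lower, 14 called when adjusted over the list alone), and its scores in the 4 IL4 libraries lay above those in the 4 NT libraries. Within it, CD52 rose from 111 ± 22.4 to 673 ± 68.01 TPM (log2 fold change 2.60, SE 0.12), ITGAX from 104 ± 9.79 to 268 ± 19.4 and CST7 from 7.31 ± 2.47 to 19.3 ± 6.61, while SYNGR1 fell by 1.32, FTH1 by 0.74 and CADM1 by 0.50 on the log2 scale. The call of CADM1 was lost after median-ratio scaling (adjusted p 0.0525). The homeostatic list fell (median -0.52, adjusted p 0.0275; 11 called lower and 2 higher, 13 adjusted over the list alone), with 4 of 4 libraries below NT. CX3CR1 fell from 82.9 ± 7.26 to 13.6 ± 4.52 TPM and C1QA from 85.3 ± 19.9 to 15.9 ± 10.1, while ITGAM rose from 126 ± 3.63 to 410 ± 7.19. A camera p as small as the real one came from 5 of 35 splits of the 8 libraries for the DAM list, 6 for the homeostatic list, 2 for MHC class II, and 1 each for the IL-4 response and cell cycle lists. In every pairwise comparison, 16 of the 35 splits set 3 libraries of one group with 1 of the other and so keep part of the treatment effect. In the 18 even splits, with 2 libraries of each group on each side, none of these 5 was matched, although treatment adds to the spread within the sides of such splits. The remaining lists were not called. Their adjusted p was 0.748 for TGF-beta response (median -0.22), 0.109 for AD risk (median 0.00), 0.339 for cholesterol synthesis (median -0.20) and 0.291 for interferon response (median -0.26). For AD risk it was 0.0462 without IL4 replicate 4. The scores of TGF-beta response, cholesterol synthesis and interferon response were nevertheless lower in 4 of 4 IL4 libraries than in NT. Their adjusted p by fry was 0.00124, 0.0446 and 0.00242 in that order. In the AD risk list, SCIMP rose by 3.24 and MS4A6A by 1.95 on the log2 scale, and ABI3 fell by 1.82. In the TGF-beta response list, TGFBI rose by 0.79 and SKIL fell by 0.82.

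3F with NT asks what the 3 factors did without IL4. RGS4 (ENSG00000117152.13, chromosome 1, 163068775 to 163076802) rose from 2.03 ± 0.860 to 60.6 ± 13.2 TPM (log2 fold change 4.36, SE 0.47, adjusted p 2.44e-05). RGS16 (ENSG00000143333.6, chromosome 1, 182598623 to 182604408) rose from 9.95 ± 3.88 to 215 ± 88.1 TPM (log2 fold change 4.28, SE 0.26, adjusted p 1.14e-07). MPEG1 fell from 20.6 ± 2.63 to 1.76 ± 0.786 TPM, and FXYD6 from 22.4 ± 7.53 to 1.91 ± 0.569. The TGF-beta response list rose (median 0.42, adjusted p 1.17e-04; 9 called higher and 2 lower, 12 adjusted over the list alone), with 4 of 4 libraries above NT. SKIL rose by 1.77, SKI by 1.43 and SMAD7 by 1.31 on the log2 scale. The interferon response list fell (median -0.28, adjusted p 2.41e-05; 7 called, all lower, 11 adjusted over the list alone), with 4 of 4 libraries below NT.

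The homeostatic list was just past the threshold in 3F with NT (median -0.41, adjusted p 0.0483; 6 called lower and 3 higher, 12 adjusted over the list alone), with 4 of 4 libraries below NT. The call was lost in 7 of 16 fits that left out 1 library, with the highest adjusted p, 0.102, without 3F replicate 1. C1QA fell to 15.9 ± 9.55 TPM and GPR34 to 11.2 ± 4.23, while TGFBR1 rose to 157 ± 12.5 and OLFML3 to 130 ± 82.5. The DAM list was not called (median -0.08, adjusted p 0.190; 3 called higher and 8 lower, 13 adjusted over the list alone), and without 3F replicate 1 its adjusted p was 0.0394. Its members went both ways: SPP1 rose from 4604 ± 593 to 12187 ± 1448 TPM and CD52 to 269 ± 6.89, while CD68 fell from 292 ± 19.4 to 90.1 ± 13.1. The cell cycle list was not called (median 0.10, adjusted p 0.472; 0 of 18 genes called), and neither were IL-4 response (median -0.01, adjusted p 0.970), AD risk (median -0.14, adjusted p 0.809), cholesterol synthesis (median 0.14, adjusted p 0.449) and MHC class II (median 0.01, adjusted p 0.952). In the IL-4 response list, WNT5B rose by 2.30 on the log2 scale, and in the AD risk list, MS4A6A fell by 2.23. A camera p as small as the real one came from 1 of 35 splits for TGF-beta response, 3 for interferon response and 11 for the homeostatic list.

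MIX with NT asks what all 4 cytokines did together. IGFBP5 (ENSG00000115461.4, chromosome 2, 216672105 to 216695525) rose from 1.71 ± 0.372 to 343 ± 117 TPM (log2 fold change 6.91, SE 0.28, adjusted p 4.03e-10). CCL5 (ENSG00000271503.5, chromosome 17, 35871491 to 35880793) rose from 49.8 ± 17.02 to 4485 ± 496 TPM (log2 fold change 6.51, SE 0.24, adjusted p 1.64e-10). The largest falls were those of GPR34 (log2 fold change -4.52, SE 0.24), S100A12 (log2 fold change -4.52, SE 0.61) and C1QA (log2 fold change -4.47, SE 0.46). The cell cycle list fell (median -2.49, adjusted p 1.56e-13; 18 of 18 called lower, 18 adjusted over the list alone). CDC20 went from 519 ± 14.5 to 60.8 ± 14.2 TPM, TYMS from 228 ± 21.2 to 33 ± 13.1 and BIRC5 from 88.6 ± 12.2 to 12.3 ± 3.49. The IL-4 response list rose (median 1.18, adjusted p 2.55e-07; 14 called higher and 3 lower, 17 adjusted over the list alone), and the DAM list rose (median 0.30, adjusted p 0.0104; 10 higher and 5 lower, 16 adjusted over the list alone). The interferon response list fell (median -0.48, adjusted p 0.00832; 13 lower and 1 higher, 15 adjusted over the list alone). The scores of these 4 lists did not overlap between the groups.

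In the same comparison the TGF-beta response list was called (median 0.32, adjusted p 0.0430; 7 higher and 3 lower, 11 adjusted over the list alone), with 3 of 4 libraries above NT. It was not called after median-ratio scaling (0.0813) or quantile normalization (0.0667), nor without NT replicate 4 (0.0576). The homeostatic list was not called (median -0.54, adjusted p 0.0534; 9 lower and 2 higher, 11 adjusted over the list alone), although 4 of 4 libraries lay below NT. Without 3F replicate 1, its adjusted p was 0.0379. MHC class II was not called (median 0.74, adjusted p 0.0863), but was at 0.0303 without MIX replicate 4 and at 0.234 without MIX replicate 2. AD risk was at 0.978 (median -0.25) and cholesterol synthesis at 0.460 (median -0.17). The scores of 4 of 4 MIX libraries lay above NT for MHC class II and below NT for cholesterol synthesis (adjusted p by fry 0.0552 and 0.0227). A camera p as small as the real one came from 1 of 35 splits each for the cell cycle and IL-4 response lists, 3 for DAM, 4 for TGF-beta response and 7 for interferon response.

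MIX with 3F asks what IL4 did in cells that also had the 3 factors. IGFBP5 rose by 6.12 on the log2 scale (SE 0.28), SERPINB4 by 5.92 (SE 0.38) and MMP7 by 5.68 (SE 0.38), while PADI2 fell by 3.57 (SE 0.27). MMP7 went from 1.18 ± 0.771 to 116 ± 52.4 TPM. The cell cycle list fell (median -2.53, adjusted p 4.80e-14; 18 called lower, 18 adjusted over the list alone), the IL-4 response list rose (median 1.38, adjusted p 2.72e-08; 13 higher and 2 lower, 15 adjusted over the list alone) and the DAM list rose (median 0.37, adjusted p 1.47e-04; 10 higher and 2 lower, 12 adjusted over the list alone). The scores of these 3 lists did not overlap between the 4 MIX and the 4 3F libraries. A camera p as small came from 1, 1 and 5 of 35 splits in that order. SERPINE2 rose from 6.81 ± 2.96 to 60.4 ± 18.7 TPM, ITGAX from 74.5 ± 1.28 to 368 ± 29.2 and ITGAM from 71.8 ± 12.0 to 487 ± 39.2. The other lists were not called: homeostatic (median -0.74, adjusted p 0.194), TGF-beta response (median -0.33, adjusted p 0.474), AD risk (median -0.03, adjusted p 0.775), cholesterol synthesis (median -0.34, adjusted p 0.164), interferon response (median -0.22, adjusted p 0.454) and MHC class II (median 0.76, adjusted p 0.0543). The homeostatic, TGF-beta response and interferon response scores were nevertheless lower in 4 of 4 MIX libraries than in 3F (adjusted p by fry 2.09e-04, 6.03e-05 and 0.00249). Without MIX replicate 4, MHC class II was at 0.0152, but without MIX replicate 2 it was at 0.185. Cholesterol synthesis was at 0.0396 without 3F replicate 1 and at 0.299 without 3F replicate 2. With no filter, MHC class II was at 0.0191 and cholesterol synthesis at 0.0183. By fry their adjusted p was 0.0571 and 0.00786 in that order. The median of AD risk was 0.10 after median-ratio scaling, which reversed its sign. That scaling moved the median of all tested genes from -0.11 to 0.0015. Relative to all tested genes, the AD risk median was already 0.07 before it, so the reversal does not bear on the list.

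MIX with IL4 asks what the 3 factors did in cells that also had IL4. RGS16 rose from 4.44 ± 0.262 to 85.3 ± 15.8 TPM, while FCER1A fell from 365 ± 162 to 23.8 ± 11.2 TPM, CCL13 from 641 ± 194 to 49.8 ± 14.7 and CD200R1 from 11.6 ± 2.96 to 0.121 ± 0.0462. The cell cycle list fell (median -1.42, adjusted p 3.64e-16; 17 called lower, 18 adjusted over the list alone). The IL-4 response list fell (median -0.78, adjusted p 3.48e-04; 10 lower and 1 higher, 12 adjusted over the list alone), and the TGF-beta response list rose (median 0.27, adjusted p 0.00188; 7 higher and 1 lower, 8 adjusted over the list alone). The interferon response list fell (median -0.17, adjusted p 0.00215; 9 lower, 10 adjusted over the list alone). With a mean of at least 5 TPM the IL-4 response list was not called (adjusted p 0.0961). The scores of these 4 lists did not overlap between the groups. MHC class II fell (median -0.94, adjusted p 0.00738; 3 lower, 5 adjusted over the list alone), with 3 of 4 MIX libraries below the IL4 libraries. A camera p as small came from 1 of 35 splits each for the cell cycle, IL-4 response and TGF-beta response lists, 8 for interferon response and 13 for MHC class II. The DAM list (median -0.04, adjusted p 0.809), the homeostatic list (median 0.08, adjusted p 0.898), AD risk (median -0.10, adjusted p 0.449) and cholesterol synthesis (median 0.04, adjusted p 0.952) were not called. In 4 of 4 MIX libraries the DAM score was above, and the AD risk score below, those of the IL4 libraries. In the DAM list SPP1 rose by 1.74 on the log2 scale, while CST7 fell by 1.64, CADM1 by 1.15 and CD68 by 0.94. EGR2 rose by 1.43, and MS4A6A fell by 3.39.

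**Figure D3:**
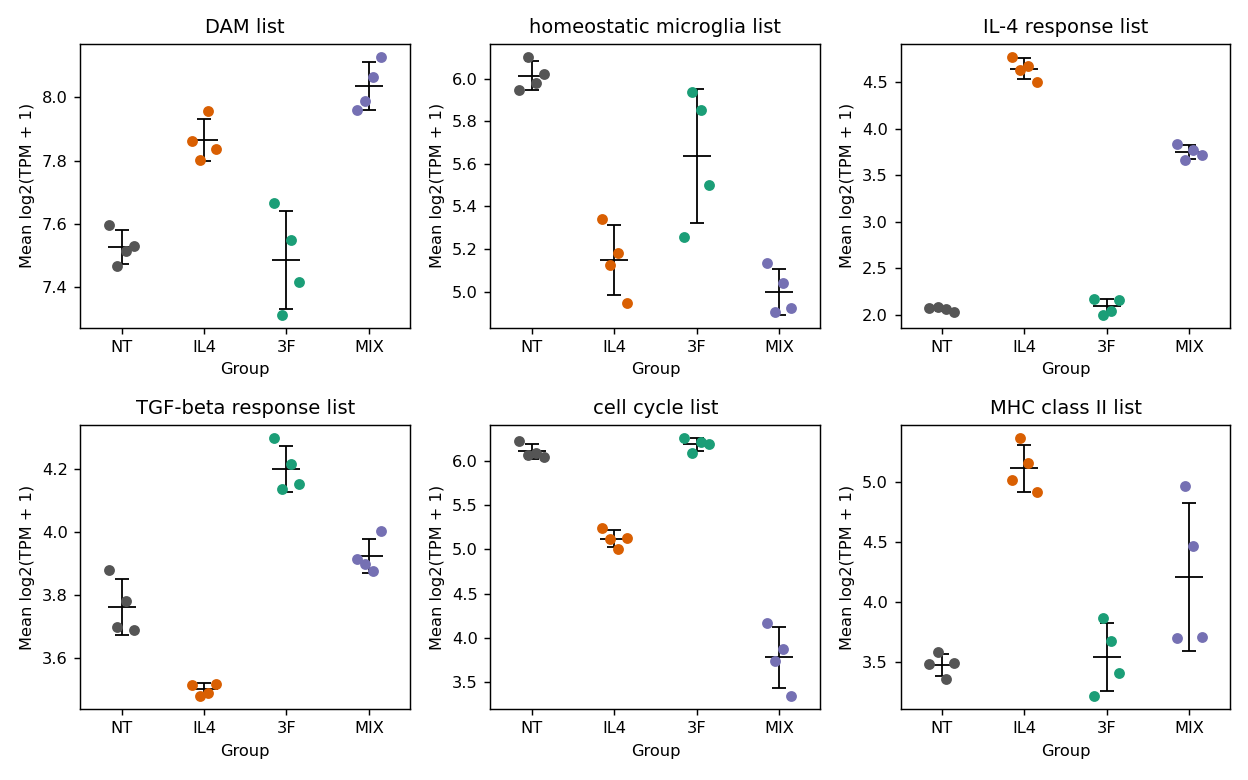
Mean log2(TPM + 1) of the tested genes of 6 lists in each library (points, n = 4 per group), with the group mean and SD (bars); each vertical axis has its own range and does not start at 0. The cell cycle scores of the MIX group, 3.34 to 4.17, lie below those of the IL4 group, 5.003 to 5.241, and those of the NT group, 6.04 to 6.23.

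Of the 54 list tests, 25 were called. With an estimated correlation 7 were left: the IL-4 response list in its 5 calls and the TGF-beta response list in 3F with NT and in MIX with IL4. The fry test keeps all but the homeostatic list in 3F with NT (adjusted p 0.0516). The DAM and homeostatic calls were not among the 7. The IL-4 response calls in MIX with IL4 and in the interaction, both among the 7, were not made with a mean of at least 5 TPM. Of the pairwise calls, 4 had a camera p that even splits matched: the homeostatic list in 3F with NT (3 of 18 even splits), interferon response in MIX with NT (2) and in MIX with IL4 (3), and MHC class II in MIX with IL4 (5).

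The interaction asks whether the IL4 effect differed with and without the 3 factors. It was called for 1480 genes (671 with a higher and 809 with a lower IL4 effect in the presence of the 3 factors, on the log2 scale), 373 of them with a difference of at least 1. Of 3890 genes called between IL4 and NT, 922 had an interaction call. In 505 the interaction was opposite in sign to the IL4 effect, which was thus smaller or reversed with the 3 factors. In 417 the IL4 effect was larger. Among the 1243 that IL4 raised, these counts were 214 and 100, and among the 2647 it lowered, 291 and 317. The interaction subtracts the same IL4 with NT difference that selected these genes, so noise alone tilts the counts towards the first kind. SERPINE2 (ENSG00000135919.12, chromosome 2, 223975112 to 224039319) was at 5.58 ± 0.620 TPM in NT, 5.16 ± 1.42 with IL4, 6.81 ± 2.96 with the 3 factors and 60.4 ± 18.7 in MIX (interaction 3.11, SE 0.36, adjusted p 1.11e-04). FCER1A had an interaction of -3.99 (SE 0.47, adjusted p 1.30e-04) and CD200R1 of -3.50 (SE 0.18, adjusted p 1.69e-07). WNT5B was at 1.23 ± 0.417, 30.8 ± 3.24, 10.4 ± 4.15 and 11.9 ± 1.08 TPM in NT, IL4, 3F and MIX (interaction -3.60, SE 0.30). CISH, at 68.3 ± 4.83 TPM with IL4 and 71.2 ± 2.46 in MIX, and SOCS1, at 36.8 ± 4.99 and 38.0 ± 7.58, differed by less than the spread between libraries.

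**Figure D4:**
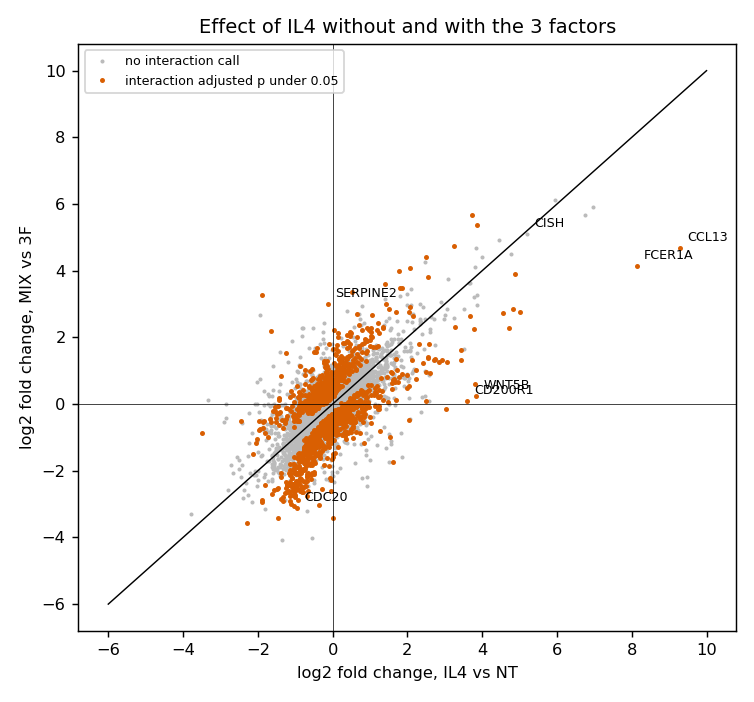
Log2 fold change of IL4 with NT (horizontal) and of MIX with 3F (vertical), 1 point per tested gene, with the 1480 genes that have an interaction call in orange and a line of equal effects. CCL13, FCER1A and CD200R1 lie below the line and SERPINE2 above it.

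The cell cycle list had an interaction (median -1.58, adjusted p 2.39e-17; 15 called lower, 15 adjusted over the list alone), which was matched by 1 of 100 splits. The IL-4 response list (median -0.36, adjusted p 3.93e-04; 6 lower and 2 higher, 9 adjusted over the list alone), MHC class II (median -0.77, adjusted p 0.0142; 0 called, 2 adjusted over the list alone) and DAM (median 0.24, adjusted p 0.0483; 5 higher and 3 lower, 9 adjusted over the list alone) were called too, while 34, 36 and 31 of 100 splits gave a camera p as small. The drawn splits did not keep the libraries with and without IL4, or with and without the 3 factors, balanced over the 2 sides of the interaction. They can therefore hold part of the separate effects and are no reference for the absence of an interaction. With a mean of at least 5 TPM the interaction was at 0.0961 for IL-4 response and 0.0714 for MHC class II. The DAM interaction was not past the threshold in 8 of 16 fits that left out 1 library. Its adjusted p was 0.0842 without NT replicate 1, 0.0778 without NT replicate 4, 0.0937 without IL4 replicate 2 and 0.0768 without IL4 replicate 4. It was 0.118 without 3F replicate 2, 0.0778 without 3F replicate 4, 0.0732 without MIX replicate 3 and 0.0607 without MIX replicate 4. The homeostatic list (median 0.20, adjusted p 0.454), TGF-beta response (median -0.03, adjusted p 0.898), AD risk (median -0.22, adjusted p 0.198), cholesterol synthesis (median -0.02, adjusted p 0.726) and interferon response (median 0.04, adjusted p 0.894) were not called.

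**Figure D5:**
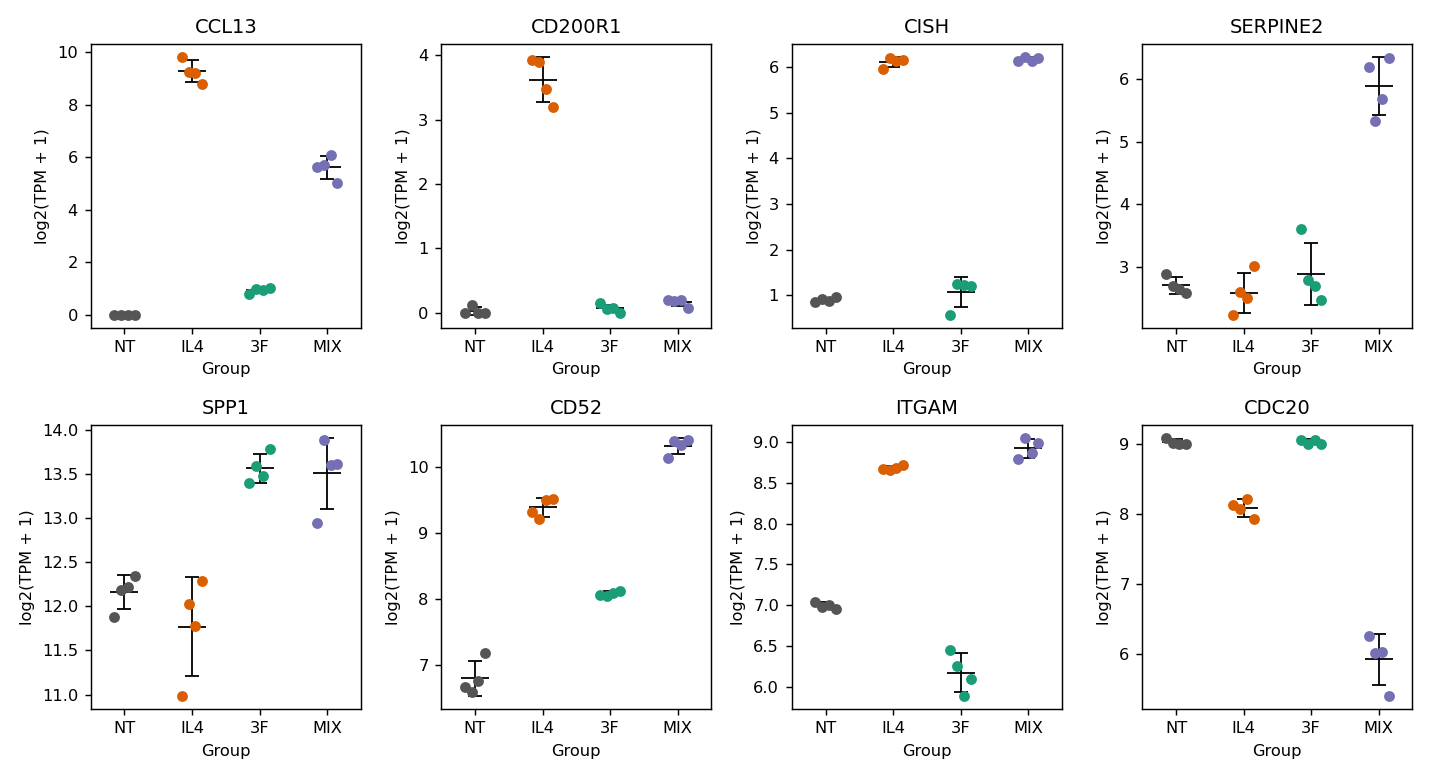
Log2(TPM + 1) of 8 named genes in each library (points, n = 4 per group), with the group mean and SD (bars); each vertical axis has its own range, and most do not start at 0. CD200R1 was at 11.6 ± 2.96 TPM with IL4 and at 0.121 ± 0.0462 in MIX, and CDC20 was at 270 ± 23.1 and 60.8 ± 14.2.

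Effects that share the NT libraries are correlated even when nothing changes, so overlaps were set against simulated unchanged groups. IL4 and the 3 factors shared 574 genes called against NT with the same sign and 375 with opposite signs, where independent calls would give 322 with the same sign. Independent calls would share genes of opposite sign too, and that number was not computed. The excess over 322 alone does not show that IL4 and the 3 factors acted alike. Their fold changes had r 0.194 across all genes, below the 0.4998 ± 0.0235 (SD) of unchanged groups that share NT. That value is for groups in which no gene changes. Where treatments change many genes, the shared NT libraries weigh less, so an r below it does not show opposed effects. IL4 and MIX shared 2855 calls with the same sign and 94 with opposite signs (r 0.748, unchanged 0.499), and the 3 factors and MIX shared 914 and 223 (r 0.385, unchanged 0.5001). Comparisons without common libraries also overlapped: the IL4 effect without and with the 3 factors shared 2666 calls of the same sign and 108 of opposite sign (r 0.674), and the effect of the 3 factors without and with IL4 shared 710 and 117 (r 0.338). In the simulations of unchanged groups, at most 1 call was shared.

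The MIX effect was also compared with the sum of the separate effects over 6021 genes called in any of the 3 comparisons with NT. The slope was 0.803, between the 0.333 ± 0.0137 of unchanged groups that share NT and the 0.901 ± 0.0072 of simulated additive effects (SD over 100 simulations). Pearson r across these genes was 0.825, against 0.577 and 0.954. With all tested genes the slope was 0.702. Simulated additive effects gave at most 1 interaction call, against 1480 observed.

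Of the receptor genes named before the data were examined, IL13RA1 was at 134 ± 6.93 TPM in NT, 97.9 ± 8.29 with IL4, 96.6 ± 8.38 with the 3 factors and 76.4 ± 12.2 in MIX (MIX with NT: log2 fold change -0.81, SE 0.10, adjusted p 1.72e-05; lower in 4 of 4 libraries). TGFBR1 was at 85.1 ± 14.6, 60.4 ± 3.66, 157 ± 12.5 and 74.8 ± 3.58 TPM in the same order (MIX with NT: log2 fold change -0.17, adjusted p 0.176). IL2RG was at 8.12 ± 1.44, 11.04 ± 2.15, 11.8 ± 1.96 and 8.14 ± 1.98 TPM, and its calls depended on the processing and on single libraries. Its adjusted p for IL4 with NT was 0.115, but 0.0397 after median-ratio scaling and 0.0370 without IL4 replicate 1. For 3F with NT it was 0.101, but 0.0458 without MIX replicate 1. For MIX with 3F it was 0.0433, but 0.103 after median-ratio scaling, 0.155 after quantile normalization and 0.0853 with no filter. That call was lost in 9 of 16 fits that left out 1 library, with the highest value, 0.137, without MIX replicate 1. IL4R, CSF1R, TGFBR2, TREM2, APOE, SPI1 and GPNMB were not analysed here.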

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

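The tests of sequencing depth, of an overall shift and of even splits were chosen after the result was seen.

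The effect of IL4 differed with and without the 3 factors, by the interaction term, for 1480 genes. Of 100 splits of the 16 libraries into 4 groups of 4, 3 gave as many, the real one included. The other 2 gave 2276 and 2308 genes, and each of them set 7 of the 8 libraries with IL4 on one side of the interaction, so they measured the IL4 effect itself. Drawn splits in general do not balance the separate effects, so they are no reference for the absence of an interaction. Several technical explanations were at odds with the values. Among 5792 genes with at least 5 TPM in each group, 17.5% had an interaction call, so genes near the detection limit were not the whole of it. Of the 1480 calls, 93.5% were kept with the same sign after median-ratio scaling, 93.9% after the correction for GC content and length, and 92.5% with pseudocount 0.1. Genes that IL4 and the 3 factors both moved the same way, with an interaction of opposite sign, made up 14.3% of the calls. Only 574 genes were called for both treatments with the same sign, so this share could not have covered most of the 1480 calls. It leaves out genes moved below the threshold, so the test cannot decide how far saturation goes. The range over all alternatives was 373 to 1993 genes. Timing stays open, since the labels give 2 to 3 days without saying which library had which, and no culture time was recorded for NT. An effect of the 3 factors on the response to IL4 is a hypothesis that may account for the rest.

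By the same interaction term, 4 lists differed. The IL-4 response list did so by a median of -0.36, MHC class II by -0.77, the cell cycle list by -1.58 and DAM by 0.24 (log2). As many list calls as in the real interaction came from 26 of 100 splits, which can hold part of the separate effects as well. The number of lists called was also matched by 9 of 35 splits for IL4 with NT, 15 for 3F with NT, 5 for MIX with NT, 23 for MIX with 3F and 1 for MIX with IL4. Of those 35 splits, 16 set 3 libraries of one group with 1 of the other and keep part of the treatment effect, so these counts do not show that a list call is due to chance. Of the 18 even splits, with 2 libraries of each group on each side, 0, 4, 0, 6 and 0 gave as many lists in the same order. Treatment adds to the spread within the sides of an even split, which can lower its calls. Even so, no list was called in only 10, 7, 9, 2 and 1 of the 18, so the preset correlation of camera may be too small for some lists.

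In MIX relative to IL4 the cell cycle list fell. A camera p as small came from 1 of 35 splits. The median log2 fold change of the list less that of all tested genes was -1.415. Its adjusted p was 2.47e-16 after the correction for GC content and length, and at most 1.05e-14 over 8 fits that each left out 1 library of these groups. Over all alternatives it ranged from 5.83e-27 to 0.126, the latter with an estimated correlation, under which it was not called. These values argue against an overall shift of all genes, GC content, gene length or a single library as the whole cause. The genes of the list move together, so the fall may reflect 1 change in the share of dividing cells, and whether fewer cells divided or fewer dividing cells were kept was not tested.

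Genes named by the rule also had interaction calls, and for those near 0 TPM in some groups the size depends on the pseudocount. In the IL-4 response list these were CCL13 (-4.59), CD200R1 (-3.50), WNT5B (-3.60) and EGR2 (1.27), and outside the lists FCER1A (-3.99). In the DAM list they were SERPINE2 (3.11), ITGAX (0.93), FTH1 (1.00), CST7 (-2.07) and CADM1 (-1.52). In the homeostatic list they were ITGAM (1.07) and TGFBR1 (-0.58). In the TGF-beta response list they were SKI (-0.72) and TGFBI (-0.87), in the cell cycle list CDC20 (-2.17) and TPX2 (-1.87), and in the interferon response list IFI44 (-1.10). In the AD risk list they were SCIMP (1.497) and ABI3 (-0.60), and among receptors IL2RG (-0.89). The call of EGR2 was lost with pseudocount 0.1 (adjusted p 0.0531) and that of FTH1 after quantile normalization (0.146). Leaving out 1 library removed the call of ABI3 in 12 of 16 fits, of SCIMP and IL2RG in 10 each and of IFI44 in 4. With no filter these 4 were not called (ABI3 0.0794, SCIMP 0.0709, IL2RG 0.0745, IFI44 0.0550). ABI3 was also lost with pseudocount 0.1 (0.0507) and after quantile normalization (0.0626). No biological explanation of single genes was tested.

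Single libraries stood far from the other 3 of their group in 16 of 264 tests of a group, where chance gives 13.2, and in 0 tests of library measures or list scores. Of these, 6 were in NT replicate 1: CCL5 at 75.4 TPM, S100A12 at 100.7, CADM1 at 174, TPX2 at 88.4, BIRC5 at 107 and SCIMP at 3.54. The others were SERPINB4 in NT replicate 4 (0.0569 TPM), CD200R1 in NT replicate 2 (0.0838), PADI2 in NT replicate 3 (6.59), SOCS1 in IL4 replicate 1 (29.4) and CCL18 in IL4 replicate 4 (9.22). In the groups with the 3 factors they were CISH in 3F replicate 1 (0.492), MS4A6A in 3F replicate 2 (42.8, without which its log2 fold change for 3F with NT is -2.74 in place of -2.23), IL13RA1 in 3F replicate 3 (109.1), ABI3 in MIX replicate 1 (3.81) and IL2RG in MIX replicate 1 (5.19). The total is near what chance gives, but 6 of the 16 lie in 1 library, and the departures of replicate 1 are taken up next; no biological explanation was tested. Without NT replicate 1, the comparison of IL4 with NT had 3796 calls and that of MIX with NT 4565.

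Replicate 1 departed from the other libraries in the same genes in the 4 groups, with a mean correlation of departures across genes of 0.155 over 6 pairs of groups. The value was 0.155 after the correction for GC content and length as well, so these were not the cause. By low values, replicate 1 was the deepest library in 3 of 4 groups, and depth cannot be told apart from other handling shared by libraries of one number, since read counts were not used here. The labels name no batch.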

How the results depend on the processing

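The numbers of genes called in the 6 comparisons stayed within 1.5 times their values under pseudocount 0.1, no filter, the scalings, the filter at 5 TPM, the mean-variance trend, the correction for GC content and length, and each fit that left out 1 library. The 5 pairwise numbers did so in fits of 2 groups alone, which the interaction does not allow. No called gene changed sign in any of these. Stricter thresholds gave fewer genes by construction. An adjusted p under 0.01 left 919 genes for 3F with NT, 1716 for MIX with IL4 and 683 for the interaction. A log2 fold change of at least 1 left 656 for IL4 with NT, 298 for 3F with NT, 1207 for MIX with NT, 1086 for MIX with 3F, 469 for MIX with IL4 and 373 for the interaction, and it left 63, 488 and 139 shared calls of the same sign for IL4 and 3F, IL4 and MIX, and 3F and MIX. Leaving out 1 library gave from 1259 (without NT replicate 2) to 1717 calls for 3F with NT, and from 1144 (without MIX replicate 4) to 1657 for the interaction.

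Libraries with the same number shared departures in part. The 24 pairs with the same number had a mean correlation of departures of 0.0781 (from -0.0349 to 0.253) and the 72 pairs with different numbers of -0.0260 (at most 0.0863). Above 0.1 were 9 of the 24, namely 5 of 6 for replicate 1, 4 of 6 for replicate 2 and 0 for replicates 3 and 4, against 0 of the 72. Replicate numbers were not taken to pair the samples, because not every pair was above 0.1 and no label names a batch. The sample descriptions hold a number whose first digit is the replicate number in each library. They do not say whether such libraries were handled together. The ribosomal-protein share was nevertheless highest in replicate 1 and lowest in replicate 2 of each group. The third principal component was highest in replicate 1 of each group. A source shared by libraries of the same number therefore stays open, and a result not called without a replicate block may be called with it. With a replicate block, 4416, 2127, 5144, 5016, 3331 and 1993 genes were called for IL4 with NT, 3F with NT, MIX with NT, MIX with 3F, MIX with IL4 and the interaction. The block also gave calls of IL2RG for IL4 with NT (adjusted p 0.00304), 3F with NT (0.00217) and MIX with IL4 (0.00358). In a linear model of the mitochondrial and ribosomal-protein shares, adjusted over 10 tests, the block gave 3 more results under 0.05. They were the mitochondrial share in IL4 with NT (0.0247, against 0.184 without the block) and in MIX with NT (0.0394, against 0.227), and the ribosomal share in 3F with NT (0.00202, against 0.269). Between libraries of the same number, the share was higher in the first-named group in 3 of 4, 4 of 4 and 4 of 4 pairs in that order. The mitochondrial share in MIX with 3F was higher in 4 of 4 (0.0828, against 0.282). An exact test by the signs of 4 such differences cannot give a p under 0.125.

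The list results depended on the test most. Camera with an estimated correlation called 7 lists in place of 25; it allows for genes that move together. Under it the adjusted p of DAM was 0.194 for IL4 with NT, 0.262 for MIX with NT, 0.121 for MIX with 3F and 0.387 for the interaction, and that of the homeostatic list was 0.387 for IL4 with NT and 0.422 for 3F with NT. Under fry, which tests a list without reference to the other genes, it was 0.0260 for DAM in 3F with NT, and for the homeostatic list 0.0516 in 3F with NT, 1.43e-05 in MIX with NT and 2.09e-04 in MIX with 3F. For the settings that follow the cause was not tested. DAM in the interaction was at 0.0563 with pseudocount 0.1, 0.0609 after median-ratio scaling, 0.120 after quantile normalization and 0.0886 with a mean of at least 5 TPM. DAM in MIX with NT was at 0.0511 after quantile normalization. The homeostatic list in IL4 with NT was at 0.0961 with a mean of at least 5 TPM. In 3F with NT it was at 0.0702 with pseudocount 0.1, 0.0981 after quantile normalization, 0.247 with a mean of at least 5 TPM and 0.0531 after the correction for GC content and length. In MIX with NT it was at 0.0183 with no filter, 0.0377 after median-ratio scaling and 0.0223 after quantile normalization.

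Over all 26 alternatives, the adjusted p of DAM ranged from 3.05e-05 to 0.194 for IL4 with NT, 7.93e-06 to 0.262 for MIX with NT, 3.43e-07 to 0.121 for MIX with 3F and 0.0110 to 0.387 for the interaction. That of the homeostatic list ranged from 3.05e-05 to 0.387 for IL4 with NT, 0.00975 to 0.422 for 3F with NT, 1.43e-05 to 0.422 for MIX with NT and 2.09e-04 to 0.622 for MIX with 3F. Across the 16 fits that each left out 1 library, DAM in 3F with NT went from 0.0394 (without 3F replicate 1) to 0.514 (without 3F replicate 2), and in the interaction from 0.0142 (without 3F replicate 1) to 0.118 (without 3F replicate 2). The homeostatic list went from 0.0165 (without 3F replicate 3) to 0.102 (without 3F replicate 1) in 3F with NT, and from 0.0379 (without 3F replicate 1) to 0.0779 (without NT replicate 1) in MIX with NT.

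The slope of additivity was 0.844 with a mean of at least 5 TPM and 0.702 with all tested genes, where r was 0.766. All tested genes include many without a call; the cause was not tested for the former. Of the 42 tests of the other 7 lists, 12 were weaker under an estimated correlation, 9 stronger under fry, 4 stronger with no filter, 4 weaker with a mean of at least 5 TPM, 2 stronger with the block (MHC class II, 0.0361 in MIX with NT and 0.0240 in MIX with 3F), and 1 weaker each after median-ratio scaling, quantile normalization and the correction for GC content and length. The 4 weaker with a mean of at least 5 TPM were IL-4 response in MIX with IL4 and in the interaction (both 0.0961), interferon response in MIX with NT (0.0813) and MHC class II in the interaction (0.0714). Of 147 fold changes of named genes, 2 were weaker with pseudocount 0.1, 1 after the correction for GC content and length, 3 were stronger with the block, 7 weaker with no filter, 3 weaker and 1 stronger after median-ratio scaling, 4 weaker and 1 stronger after quantile normalization, and 11 changed in at least 1 fit that left out a library. Among the 29 list results not called, the direction also turned in 26 of 464 such fits. Alternatives that need read counts were not run: RLE factors, library size alone, a mean of 50 counts, and a count-based Wald test. Depth per library is unknown, so a low or 0 TPM value cannot be read as absence.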

Other observations

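The test of the order of mitochondrial shares was chosen after the values were seen. Mitochondrial transcripts took the largest share in replicate 2 of each group: 10.4% in NT, 11.9% in IL4, 11.04% in 3F and 11.8% in MIX. If libraries were ordered at random within groups, one number would be the highest in all 4 groups in a share of 0.0156 of the orderings (4 of 256). The order was noticed among several measures before this share was taken. The ribosomal-protein share was highest in replicate 1 of each group (11.2% in NT, 9.21% in IL4, 11.7% in 3F and 9.40% in MIX). It was lowest in replicate 2 of each group (10.2%, 8.35%, 10.4% and 8.32%). Departures across genes correlated above 0.1 in 9 of 24 pairs with the same number, against 0 of 72 with different numbers. These values argue against chance as the whole source, although both shares are parts of the same total. A handling step shared by libraries of one number may be the source, and no label names one. Without 33 mitochondrial genes and after rescaling, MIX with NT had 4665 calls, against 4750 with them, and IL4 with NT 3749 against 3890. These numbers argue against mitochondrial genes as the source of most calls. The share of lower genes went from 68.05% to 63.9% for IL4 with NT and from 65.2% to 62.3% for MIX with 3F, so these genes account for part of that excess.

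More genes fell than rose with IL4, and the scaling decides how many. For IL4 with NT the excess lay mostly in small changes, since with a log2 fold change of at least 1 the share of lower genes was 52.1%, against 68.05%. Among the calls of IL4 with NT, 67.5% were lower after the correction for GC content and length, and 68.9% among genes with a mean of at least 5 TPM. The second value argues against genes near the detection limit as the cause. The correction keeps each library's mean by construction, so the first value cannot decide whether GC content or gene length contributed. After median-ratio scaling 49.8% were lower, but that scaling centres the fold changes and so fixes the result. Beyond the part that mitochondrial genes account for, a general fall in RNA of most genes and a per-million scaling pushed by other abundant genes cannot be told apart here, because no spike-in or cell count was used.

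In each pairwise comparison, 1 of 35 splits, the real one, gave as many gene calls. The next largest split gave 3 calls for IL4 with NT, 243 for 3F with NT, 2 for MIX with NT, 7 for MIX with 3F and 7 for MIX with IL4.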
